A study of Rattus norvegicus with 10 samples. Its data were reported in "Input-output signal processing plasticity of vagal motor neurons in response to cardiac ischemic injury" (2021).

How the data were processed

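RNA from tissue punches of the dorsal vagal complex, taken from 200 um brainstem sections of 10 male Sprague-Dawley rats, was assayed by the authors with the NanoString nCounter rat microRNA panel, in which ligated microRNAs are counted by fluorescent barcodes without amplification. The deposited counts are whole numbers per probe for 420 microRNA probes, 4 mRNA probes, 6 positive, 8 negative and 6 ligation controls. The lowest count in the file is 1, so zeros may have been set to 1. The software that made the counts is not given in the sources used here. The authors also deposited log2 values for 146 microRNAs and 4 mRNAs. Comparison with the counts showed that each log2 value is the log2 of the count per 100000 microRNA counts of its sample, with differences of at most 5.1e-09. Of the 150 rows, 148 matched by name and 2 by their values, and the filter that left 146 microRNAs was not stated. Of the 420 probes, 3 join several microRNA names whose counts cannot be separated.

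Samples were grouped by the treatment in the labels as AMC (n = 3), RIPC (n = 2), LAD (n = 3) and RIPC+LAD (n = 2), and numbered within groups. Sample pairs of a group differed in their counts by a chi-square of 8.37 to 49.1 per degree of freedom. The lowest values lay across groups, at 5.83 for AMC 3 and LAD 2 and 6.89 for AMC 1 and LAD 3, so no sample was a repeat of another. The statistic falls with depth, and LAD 2 and LAD 3 had the fewest counts. A microRNA was kept when its count was above the mean plus 2 SD of the sample's negative controls in at least 2 samples, which left 253, all 146 of the authors among them. Where no sample of a group passed its threshold, the fitted log2 fold change of that microRNA rests on background there. Total microRNA counts ranged from 28485 to 102824, and scarce microRNAs are measured with least precision in LAD 3, where 114 probes were at 1.

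Counts were scaled by the trimmed mean of M values (TMM) and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with all 10 samples in 1 fit so that groups of 2 share the spread of all groups. The 6 contrasts were LAD vs AMC, RIPC vs AMC, RIPC+LAD vs LAD, RIPC+LAD vs AMC, LAD vs the mean of AMC and RIPC+LAD, and the interaction. P-values were two-sided and adjusted by Benjamini-Hochberg within a contrast, with a threshold of 0.05. The common biological coefficient of variation was 0.287. Log2 CPM used a prior count of 2. The SE of an edgeR log2 fold change was not fitted directly. It was taken as the absolute log2 fold change over the square root of the F statistic, and confidence intervals use this SE. Scaling to the top 100 microRNAs moved the median of all log2 fold changes by 0.14 in LAD vs AMC, -0.19 in RIPC+LAD vs LAD, 0.16 in the LAD template contrast and -0.26 in the interaction, and no TMM factor moved it by -0.14 in RIPC+LAD vs LAD and -0.22 in the interaction. The 16 microRNA lists (neuron-enriched, Dlk1-Dio3, let-7, miR-183, miR-17-92, immune, oligodendrocyte, choroid plexus and ciliated, blood, vascular, Hox, muscle, miR-29, miR-30, miR-200 and hypoxia) were fixed before the data were examined. The 13 with at least 3 detected members were tested with camera at a preset correlation of 0.01, adjusted over lists, with camera at an estimated correlation and fry beside it. All 37 detected Dlk1-Dio3 members lie between those genes in the RefSeq gene order of assembly GRCr8, from which only order was taken, and 1 microRNA, miR-323, is in 2 lists. The 3 microRNAs the study singled out were also tested by exact permutation. Template matching correlated each of the authors' log2 values with a template of 1 for LAD and 0 otherwise, over all 120 placements.

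MicroRNAs named in the text were chosen by a rule set before the data were examined: all called ones up to 12 per direction, filled by smallest p to 8 per direction in contrasts of 2 groups and to 4 in the others, the 3 study microRNAs, and 2 to 4 members of each list described. The named microRNAs of template matching and of alternatives were chosen after their values were seen.

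The tests were tested on simulated data before use. Counts for the 253 microRNAs were drawn from the real means, totals and dispersions in 5 sets per contrast with 40 changed microRNAs each. For LAD vs AMC, 33 of 100 changes of 1 log2 unit and 82 of 100 changes of 2 were called. For RIPC+LAD vs LAD the numbers were 18 and 73 of 100, for RIPC+LAD vs AMC 22 and 74, for RIPC vs AMC 18 and 77, for the LAD template contrast 38 and 86, and for the interaction 7 and 32.

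Alternatives were DESeq2 1.42.0, scaling to the geometric mean of the top 100 microRNAs, no TMM factor, subtraction of the negative control mean, no detection filter, the authors' 146 microRNAs, limma 3.58.1 on the authors' table, limma-voom, only the groups compared, the prefix of the animal number as a random block, and each sample left out. The spike-in set and the ligation control as covariates, fits within a spike-in set and a fit without LAD 2 and LAD 3 were added after the data were seen. The set test with an estimated correlation within these and the other alternatives was also added then. The ligation control is the count of LIG_POS_A over that of POS_A. Figures were drawn with matplotlib 3.10.9. The mRNA and control probes were left out of the microRNA tests.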

Results

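MicroRNAs were counted in tissue punches of the dorsal vagal complex, the hindbrain region with the parasympathetic motor neurons of the vagal motor nucleus (DMV). The punches came from 10 male Sprague-Dawley rats, 1 punch sample per animal. The 3 animals of the age-matched control group (AMC) were compared with 2 animals after remote ischemic preconditioning (RIPC), 3 animals after ligation of the left anterior descending coronary artery (LAD), and 2 animals in which RIPC was followed 2 h later by the ligation (RIPC+LAD). The ligated groups were collected 24 h after the ligation. Each animal has its own number in the labels, so the p-values measure the spread between animals. The numbers of both RIPC+LAD animals share a prefix, as do those of LAD 2 and LAD 3 and those of AMC 2 and AMC 3. No prefix occurs in several groups, so prefix cannot be separated from treatment, and what it marks is not stated.

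The total microRNA count per sample was 97069 ± 6294 in AMC (SD, n = 3), 81690 ± 11874 in RIPC (SD, n = 2), 57902 ± 39143 in LAD (SD, n = 3) and 86971 ± 8874 in RIPC+LAD (SD, n = 2). The LAD group held both a deep sample, LAD 1 with 102329 counts, and the shallowest ones, LAD 2 with 42893 and LAD 3 with 28485. Of 420 microRNA probes, 253 were detected. The synthetic positive control POS_A split the samples into a set of 5 with 11724 to 14579 counts and a set of 5 with 6725 to 8670 counts. All 3 AMC samples, RIPC 2 and LAD 1 lay in the high set, and RIPC 1, LAD 2, LAD 3 and both RIPC+LAD samples in the low set, so the comparison of RIPC+LAD with AMC coincides wholly with this split, and those of RIPC with AMC, LAD with AMC and RIPC+LAD with LAD in part.

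The first comparison asked which microRNAs differ in the punches after the ligation alone. The labels name no sham group, so ischemia cannot be told apart here from the anesthesia and chest surgery. In its single-neuron data the paper reports a prominent effect of the RIPC sham operation on DMV gene expression. MiR-218a, which is enriched in motor neurons, had the smallest p, with 10.89 ± 0.18 log2 CPM (library-scaled counts) in LAD (SD, n = 3) against 11.97 ± 0.54 in AMC (SD, n = 3). Its log2 fold change was -1.14 ± 0.33 (SE), to 0.454 of the AMC level. MiR-495, a microRNA of the imprinted Dlk1-Dio3 cluster, was at -0.81 ± 0.32, and miR-183, of the sensory neuron cluster of the same name, at 0.66 ± 0.31. With the spike-in set as a covariate miR-495 was at -1.25 ± 0.36. None of these passed the adjustment over 253 microRNAs, since the smallest adjusted p of edgeR's quasi-likelihood test was 0.779.

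Other microRNAs also had higher values in LAD than in AMC. MiR-365 was at 0.84 ± 0.32, miR-3592 at 1.06 ± 0.41, miR-3593-5p at 0.87 ± 0.34, miR-483 at 1.30 ± 0.50, miR-291b at 1.62 ± 0.65, miR-489 at 1.04 ± 0.43, miR-3580-3p at 1.25 ± 0.52 and miR-466d at 0.82 ± 0.35 on the log2 scale. Lower values were seen for miR-758 at -1.03 ± 0.45, miR-500 at -0.76 ± 0.39, miR-487b at -0.57 ± 0.31, miR-1224 at -0.74 ± 0.44 and miR-26a at -0.77 ± 0.47, or -0.18 without AMC 2. MiR-291b and miR-3580-3p were above the negative control threshold in 0 of 3 AMC samples, so the size of their differences is not known, and miR-743b was above it in no sample of either group. MiR-3592, miR-483 and miR-489 were above it in 1 of 3 AMC samples, so background also enters their differences. Over the 64 least abundant microRNAs the median log2 fold change was 0.23, and over the 63 most abundant ones it was -0.11. Of the 14 detected neuron-enriched microRNAs, 12 were lower in LAD, with miR-128 at -0.36 ± 0.29, miR-7b at -0.35 ± 0.32 and miR-137 at -0.34 ± 0.33 after miR-218a, and the set test gave an adjusted p of 0.0876, or an adjusted p of 0.632 with an estimated correlation. MiR-218a passed when adjusted over the list alone, at 0.0431, but the study chose it on these samples, so this is not independent evidence. Of the 37 detected microRNAs of the Dlk1-Dio3 cluster, 25 were lower, and the adjusted p was 0.0584, or an adjusted p of 0.632 with an estimated correlation. All 5 detected microRNAs of choroid plexus and ciliated cells were higher, led by miR-34b at 1.19 ± 0.60 and miR-204, abundant in choroid plexus, at 1.11 ± 0.74, with an adjusted p of 0.403. These values rest on LAD 1, which held 17.53 log2 CPM of miR-204 where LAD 2 and LAD 3 held 14.15 and 14.40. Without LAD 1, miR-204 was at -0.84, miR-34b at -0.60 and miR-34c at -0.52. List calls appeared when 1 sample was left out: the neuron-enriched and Dlk1-Dio3 lists without AMC 1 (adjusted p of 0.0252 for both), the let-7 list without AMC 3 (0.0165), the Dlk1-Dio3 list without LAD 2 (0.0294), and these 3 with the choroid list without LAD 3 (0.0427). With an estimated correlation each of these calls was lost, at adjusted p-values between 0.420 and 0.725.

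Between LAD and AMC, edgeR called 0 of 253 microRNAs at an adjusted p under 0.05, as did DESeq2 and limma. At an unadjusted p under 0.05 edgeR gave 14, DESeq2 4 and limma-voom 13, where 12.7 would be expected by chance, and without AMC 1 edgeR gave 6. With 3 animals against 3, the exact two-sided permutation test of each of the 3 study microRNAs gave p = 0.1, the smallest it can give. Within the high spike-in set, where LAD 1 is the only LAD sample and the 3 AMC samples supply all of the spread, 4 microRNAs passed, namely miR-204, miR-34b, miR-34c and miR-448, so these calls describe LAD 1.

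**Figure D1:**
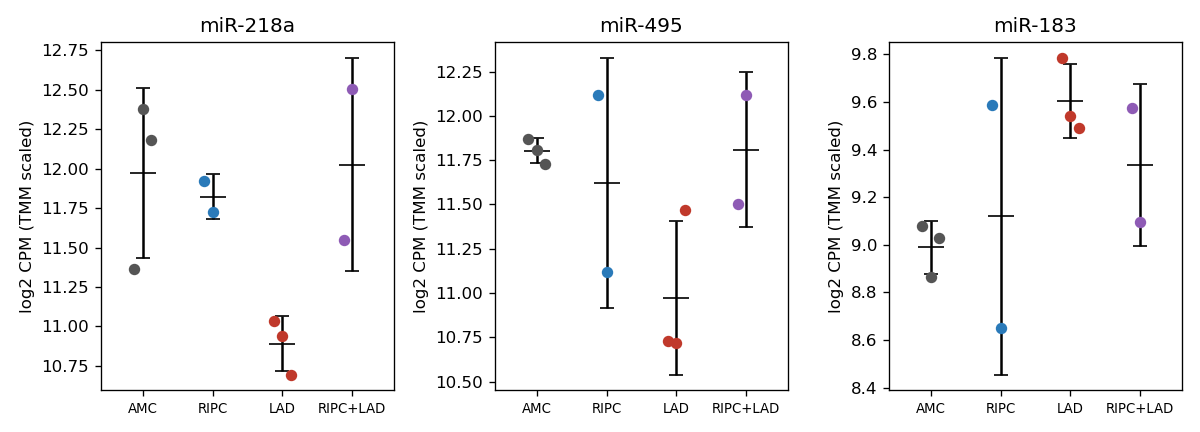
Levels of miR-218a, miR-495 and miR-183 in log2 CPM for each animal (points) by group, with the group mean and SD (bars). The 3 LAD animals lie between 10.69 and 11.04 for miR-218a, below all animals of the other groups.

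The next comparison asked what differs after RIPC alone, with its anesthesia and leg surgery included because a sham group is lacking. MiR-500 had the smallest p, at 7.21 ± 0.19 log2 CPM after RIPC (SD, n = 2) and 8.82 ± 0.64 in AMC (SD, n = 3), a log2 fold change of -1.86 ± 0.47 with an adjusted p of 0.279 in edgeR. MiR-301b was at -1.15 ± 0.45, miR-3594-3p at -1.66 ± 0.79, miR-449a at -0.81 ± 0.39, miR-381 at -1.07 ± 0.53, miR-146a, a microRNA of the inflammatory response, at -0.63 ± 0.33, miR-182 at -0.91 ± 0.49 and miR-345-5p at -0.87 ± 0.47. Higher values were seen for miR-3581 at 1.48 ± 0.50, miR-375 at 1.14 ± 0.60, miR-568 at 0.93 ± 0.53, miR-199a-5p at 0.93 ± 0.58, miR-3567 at 0.82 ± 0.54, miR-466d at 0.54 ± 0.38, miR-489 at 0.65 ± 0.47 and miR-34b at 0.90 ± 0.66. Without RIPC 2, miR-3567 turned to -0.18 and miR-489 to -0.092, and miR-466d was at 0.047. Without RIPC 1, miR-375 was at 0.19, miR-34b at 0.021 and miR-199a-5p at 0.38, and without AMC 3 miR-345-5p was at -0.20. The threshold was passed in no AMC sample by miR-3581, miR-568, miR-199a-5p and miR-3567 and in no RIPC sample by miR-3594-3p, miR-381 and miR-182, so the size of these differences is not known. MiR-218a was at -0.21 ± 0.35, miR-495 at -0.10 ± 0.35 and miR-183 at 0.21 ± 0.34, each a difference smaller than its error. With the spike-in set as a covariate miR-495 was at -0.51 ± 0.37 and miR-183 at 0.06 ± 0.40. Without RIPC 1 miR-495 was at -0.69 and miR-183 at -0.36, and without RIPC 2 they were at 0.32 and 0.62. The neuron-enriched list had 7 members higher and 7 lower, and no list passed the set test, with a smallest adjusted p of 0.715. Between RIPC and AMC edgeR, DESeq2 and limma called 0 microRNAs, and at an unadjusted p under 0.05 edgeR gave 3, DESeq2 2 and limma-voom 3. Without AMC 2, AMC 3, RIPC 1, RIPC 2 or LAD 1 edgeR gave 8, 7, 7, 9 and 6.

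The comparison of RIPC+LAD with LAD asked what preconditioning before the ligation, its surgery included, changes. MicroRNAs with higher values in RIPC+LAD were miR-185 at 1.25 ± 0.35, miR-23b at 1.06 ± 0.31, miR-218a at 1.21 ± 0.35, the neuronal miR-129 at 1.11 ± 0.36, miR-191 at 0.98 ± 0.32, miR-434 at 0.90 ± 0.30, miR-100 at 0.89 ± 0.30 and miR-361 at 0.96 ± 0.36 on the log2 scale. Lower values were seen for miR-489 at -2.74 ± 0.61, miR-3592 at -2.06 ± 0.53, miR-3590-5p at -1.89 ± 0.53, miR-802 at -2.34 ± 0.71, miR-3589 at -2.33 ± 0.71, miR-3596c at -1.57 ± 0.48, miR-30c at -1.12 ± 0.35 and miR-455 at -1.63 ± 0.51. Of these, miR-489, miR-3592, miR-802 and miR-3589 were above the threshold in 0 of 2 RIPC+LAD samples, so the size of their differences is not known. MiR-218a was at 12.02 ± 0.68 log2 CPM in RIPC+LAD (SD, n = 2) and 10.89 ± 0.18 in LAD (SD, n = 3), and without RIPC+LAD 2 its log2 fold change was 0.59. MiR-495 was at 0.85 ± 0.35, or 0.46 without RIPC+LAD 2, and miR-183 at -0.28 ± 0.35. With the ligation control as a covariate miR-218a was at 0.68 ± 0.63 and miR-183 at -0.68 ± 0.60. Of 253 microRNAs, edgeR, DESeq2 and limma called 0, and the smallest adjusted p in edgeR was 0.102. At an unadjusted p under 0.05 edgeR gave 44, of which 19 were higher, 25 lower and 6 above the threshold in no sample of 1 group, DESeq2 gave 32 and limma-voom 46, where 12.7 would be expected by chance. Without RIPC+LAD 2 edgeR gave 18. With the ligation control as a covariate it gave 15, of which 1 was higher and 14 lower, and 3 of them were among the 44. That control was at 142% ± 43.1 of POS_A in RIPC+LAD (SD, n = 2) and 38.2% ± 15.2 in LAD (SD, n = 3).

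**Figure D2:**
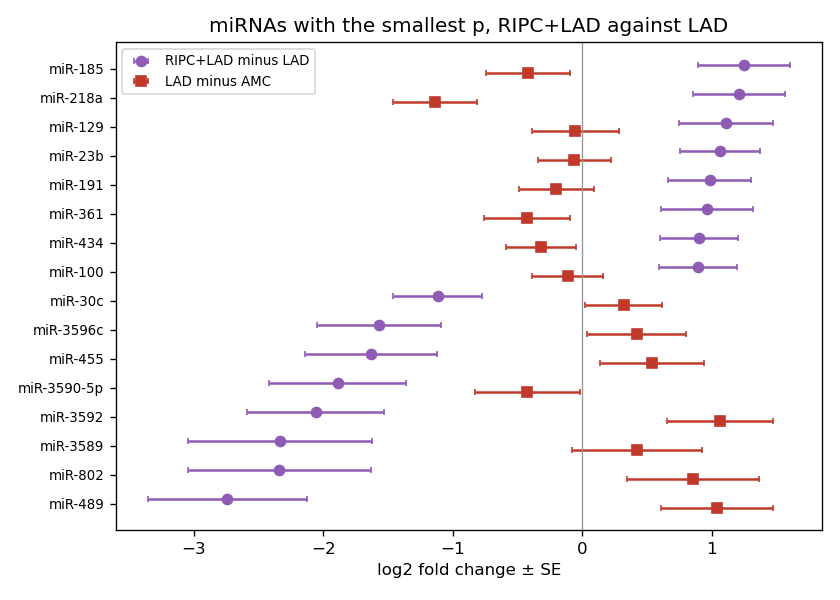
Log2 fold changes with their SE of the 8 microRNAs higher and the 8 lower in RIPC+LAD than in LAD with the smallest p (circles), and of the same microRNAs in LAD against AMC (squares). MiR-218a was at 1.21 in the first and -1.14 in the second, and miR-489, miR-3592, miR-802 and miR-3589 were at background in RIPC+LAD.

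Neuron-enriched microRNAs as a list were higher in RIPC+LAD than in LAD by the set test, with 11 of 14 higher and an adjusted p of 0.0194. With an estimated correlation the adjusted p was 0.366, and with fry 0.244. Of the 63 most abundant microRNAs 43 were also higher, with a median log2 fold change of 0.26, and the 64 least abundant ones had a median of -0.27. Random lists matched on abundance were not drawn for this contrast, so abundance is not separated from list membership here. Neuron-enriched members with the smallest p were miR-218a, miR-129, miR-137 at 0.73 ± 0.36 and miR-323 at 0.70 ± 0.39. The Dlk1-Dio3 cluster, from which neurons express many microRNAs, had 29 of 37 members higher, among them miR-434, miR-758 at 1.18 ± 0.49, miR-495 and miR-127 at 1.00 ± 0.44, and an adjusted p of 0.0194, or an adjusted p of 0.393 with an estimated correlation. MicroRNAs of choroid plexus and ciliated cells fell, with 5 of 5 lower and an adjusted p of 0.0194, or an adjusted p of 0.366 with an estimated correlation. In that list miR-449c-3p was at -1.64 ± 0.51, miR-449a at -1.37 ± 0.43, miR-204 at -1.92 ± 0.88 and miR-34b at -1.51 ± 0.73. Adjusted over the list alone, miR-449c-3p and miR-449a passed, both at 0.0151, and over all microRNAs 0 of the list did. Without LAD 1 the adjusted p was 0.104 for the neuron-enriched list, 0.104 for the Dlk1-Dio3 list and 0.529 for the choroid list, and without RIPC+LAD 2 it was 0.105, 0.392 and 0.0960. Without RIPC+LAD 1 the choroid list was at 0.0640. With the ligation control as a covariate the adjusted p of these 3 lists was 0.400, 0.192 and 0.0125, and with the spike-in set as a covariate 0.0507, 0.0323 and 0.0747. With an estimated correlation the choroid call of the first was lost at an adjusted p of 0.517 and the Dlk1-Dio3 call of the second at 0.484. MiR-204 and miR-34b were highest in LAD 1 and RIPC 1, and without LAD 1 they were at -0.015 and 0.23, so their differences rest on LAD 1. The mean log2 CPM of miR-127 was higher by 0.62 in RIPC+LAD than in LAD 2 and LAD 3 alone.

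**Figure D3:**
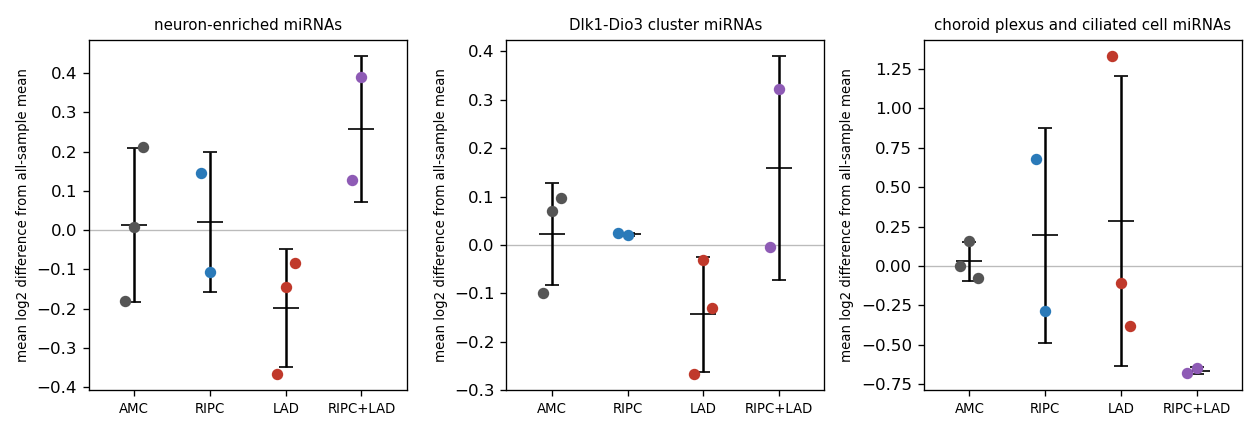
Mean log2 difference from the all-sample mean over the members of 3 microRNA lists, for each animal (points) by group with the group mean and SD (bars). The RIPC+LAD animals lie at -0.68 and -0.65 for choroid plexus and ciliated cell microRNAs, and LAD 1 lies at 1.33.

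Other cell types and families did not pass the set test between RIPC+LAD and LAD. The oligodendrocyte microRNAs miR-219-5p, miR-338 and miR-219-2-3p were at -1.94 ± 0.87, -1.05 ± 0.50 and -0.42 ± 0.34, with an adjusted p of 0.201, and without LAD 2 miR-219-5p was at -0.58. The vascular microRNAs miR-143, miR-145 and miR-126 were at -1.02 ± 0.55, 0.49 ± 0.34 and 0.04 ± 0.31, and the erythrocyte microRNAs miR-451 and miR-144, too few to test, at -0.90 ± 0.48 and -0.91 ± 0.91. Of the 6 immune and inflammation microRNAs 4 were lower, with miR-146b at 0.61 ± 0.36 and miR-150 at -0.43 ± 0.29. The miR-29 family had miR-29c at 0.65 ± 0.34, miR-29a at 0.43 ± 0.28 and miR-29b at -0.03 ± 0.39, with an adjusted p of 0.509, and the let-7 family had 5 of 8 members higher, led by let-7c at 0.56 ± 0.34 and let-7e at 0.39 ± 0.31, with an adjusted p of 0.765. In the miR-30 family miR-30c, at 0.0324 when adjusted over the list alone, was lower and miR-30a was at 0.65 ± 0.37. MiR-96, miR-183 and miR-182 were at -0.38 ± 0.46, -0.28 ± 0.35 and -0.24 ± 0.54, the Hox cluster microRNAs miR-10a-5p and miR-196c, which follow position along the hindbrain and cord, at 0.03 ± 0.37 and 0.01 ± 0.47, and the muscle microRNAs miR-206 and miR-208b-3p at 0.72 ± 0.36 and -0.56 ± 0.68. Of the miR-17-92 and paralog clusters, miR-106b was at 1.17 ± 0.56 and miR-92b at -0.65 ± 0.50. The adjusted p of the vascular, immune, miR-30, miR-183, Hox, muscle and miR-17-92 lists was 0.976, and in the vascular, miR-30, Hox, muscle and miR-17-92 lists the median, the mean and the test did not share 1 sign. The epithelial miR-200b and miR-141 were at 0.79 ± 0.53 and 0.69 ± 0.49, and the hypoxia microRNA miR-210 at 0.01 ± 0.55. MiR-144 was above the threshold in no RIPC+LAD sample, miR-106b and miR-200b in no LAD sample and miR-196b in no sample of either group.

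RIPC+LAD was next set against AMC, to ask whether preconditioned and ligated animals differ from controls. MiR-3590-5p was lower, at 7.60 ± 0.20 log2 CPM (SD, n = 2) against 9.68 ± 0.60 (SD, n = 3), a log2 fold change of -2.31 ± 0.52 with an adjusted p of 0.0999 in edgeR. The ciliated cell microRNAs miR-449a and miR-449c-3p were at -1.32 ± 0.42 and -1.38 ± 0.50, miR-500 at -1.36 ± 0.45, miR-130a at -0.88 ± 0.30, miR-3589 at -1.91 ± 0.70, miR-489 at -1.70 ± 0.64 and miR-3596c at -1.15 ± 0.47. Higher values were seen for miR-23b at 1.00 ± 0.30, miR-129 at 1.06 ± 0.34, miR-200b at 1.39 ± 0.51, miR-100 at 0.78 ± 0.30, miR-191 at 0.78 ± 0.32, miR-291b at 1.64 ± 0.67, miR-185 at 0.83 ± 0.34 and miR-30a at 0.87 ± 0.36. MiR-218a was at 0.07 ± 0.35, miR-495 at 0.04 ± 0.35 and miR-183 at 0.38 ± 0.34. With the ligation control as a covariate miR-218a was at -0.32 ± 0.52 and miR-183 at 0.09 ± 0.48. With the spike-in set as a covariate miR-495 was at -0.63 ± 0.45 and miR-183 at 0.13 ± 0.48. Without RIPC+LAD 2, miR-218a was at -0.52 and miR-495 at -0.35, and without AMC 1 miR-218a was at -0.18. Above the threshold in no AMC sample were miR-200b and miR-291b, and in no RIPC+LAD sample miR-3589 and miR-489, so the size of these differences is not known. The 95% interval for miR-218a ran from -0.68 to 0.82. No list passed, and the smallest adjusted p, 0.122, was that of choroid plexus and ciliated cells. Adjusted over that list alone, miR-449a passed at 0.0291 and miR-449c-3p at 0.0340. MiR-200b passed at 0.0306 over the miR-200 list, which has 2 members and was too small for the set test. The oligodendrocyte list passed without AMC 2 (adjusted p of 0.0279) and the Dlk1-Dio3 list without RIPC+LAD 1 (0.0373), and with an estimated correlation these calls were lost, at adjusted p-values of 0.516 and 0.239. EdgeR and limma called 0 microRNAs and DESeq2 called 1, miR-3590-5p with an adjusted p of 0.00734, where the smallest adjusted p of the alternatives ran from 0.00734 to 0.960. At an unadjusted p under 0.05 edgeR gave 22, DESeq2 15 and limma-voom 21, where 12.7 would be expected by chance. Without RIPC+LAD 2 edgeR gave 6, with the ligation control as a covariate 11, and with the spike-in set as a covariate 6, of which 4 were among the 22. In edgeR, miR-3590-5p also passed without AMC 3, at an adjusted p of 0.0183, and without LAD 1, at 0.0325.

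The study searched for microRNAs that ligation alone perturbs and that RIPC before the ligation returns to control level. As a contrast of LAD with the mean of AMC and RIPC+LAD, miR-218a was at -1.17 ± 0.30, miR-495 at -0.83 ± 0.30, miR-185 at -0.83 ± 0.30 and miR-758 at -1.11 ± 0.42. On the higher side, miR-489 was at 1.89 ± 0.44, miR-3592 at 1.56 ± 0.40, miR-3593-5p at 1.04 ± 0.31, miR-802 at 1.60 ± 0.52 and miR-183 at 0.47 ± 0.28, or 0.73 ± 0.42 with the ligation covariate. No RIPC+LAD sample held miR-489, miR-3592 or miR-802 above the threshold, so the size of these differences is not known. In this contrast 13 of 14 neuron-enriched microRNAs were lower in LAD and the list fell by the set test, with an adjusted p of 0.0162, as did the Dlk1-Dio3 list, with 29 of 37 lower and 0.0129. Choroid plexus and ciliated cell microRNAs rose, with 5 of 5 higher and an adjusted p of 0.0318. Each of these 3 calls was lost with an estimated correlation, at an adjusted p of 0.303. Without LAD 1 the adjusted p was 0.178, 0.178 and 0.983, without RIPC+LAD 2 it was 0.0694, 0.0743 and 0.0694, and without RIPC+LAD 1 the choroid list was at 0.0707. With background subtracted the choroid list was at 0.0543, and with the ligation control as a covariate the 3 lists were at 0.307, 0.0944 and 0.0331, the last of which was lost with an estimated correlation at an adjusted p of 0.527. EdgeR, DESeq2 and limma called 0 single microRNAs, with 35, 21 and, for limma-voom, 37 at an unadjusted p under 0.05 and a smallest adjusted p of 0.117 in edgeR. At an unadjusted p under 0.05 edgeR gave 20 without RIPC+LAD 2 and 15 with the ligation covariate.

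In the exact two-sided permutation test of LAD (n = 3) against AMC and RIPC+LAD together (n = 5), miR-218a gave p = 0.0357, miR-495 p = 0.0179 and miR-183 p = 0.0893, and adjusted over these 3 the values were 0.0536, 0.0536 and 0.0893. The smallest p that 56 splits allow is 0.0179. The study picked these microRNAs on the same samples, so they are not independent evidence. MiR-218a passed when adjusted over the neuron-enriched list alone, at 0.0195. Template matching on the authors' log2 table gave 12 of 146 microRNAs at an exact p under 0.05, with 6 higher and 6 lower in LAD, where 7.30 would be expected by chance, and 0 after adjustment. The study's template values and threshold are not stated, so its larger count may rest on another threshold. MiR-218a had r = -0.83, miR-487b -0.75, miR-183 0.75, miR-3593-5p 0.72 and miR-495 -0.76. MiR-93, miR-27a, miR-365 and miR-466d were among the higher ones and miR-107, miR-361 and miR-125b-5p among the lower ones; all 12 are named here because of these p-values. In the authors' values LAD differed from RIPC by -0.98 for miR-218a, -0.69 for miR-495 and 0.47 for miR-183 on the log2 scale.

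The interaction contrast asked whether the ligation effect differs with and without preconditioning. MiR-489 was at -3.39 ± 0.78, miR-3592 at -2.54 ± 0.70, miR-3589 at -2.59 ± 0.89 and miR-466d at -1.60 ± 0.56. On the positive side, miR-185 was at 1.45 ± 0.51, miR-218a at 1.42 ± 0.51, miR-301b at 1.62 ± 0.64 and miR-674-3p at 1.57 ± 0.63, and miR-495 was at 0.95 ± 0.50 and miR-183 at -0.49 ± 0.49. With the ligation covariate miR-218a was at 0.91 ± 0.71 and miR-183 at -0.86 ± 0.65. Without RIPC+LAD 2 miR-218a was at 0.81, and without RIPC 1 miR-183 was at 0.079. As above, miR-489, miR-3592 and miR-3589 passed the threshold in no RIPC+LAD sample, so the size of their values is not known. All 5 choroid plexus and ciliated cell microRNAs were lower, with an adjusted p of 0.0526, or an adjusted p of 0.596 with an estimated correlation, and passed without RIPC 2, LAD 2, LAD 3 or RIPC+LAD 1, at 2.1e-04, 0.0251, 0.0094 and 0.0422. The neuron-enriched and Dlk1-Dio3 lists passed without RIPC+LAD 1, at 0.0422 and 0.0413. With an estimated correlation these calls were lost, at adjusted p-values between 0.200 and 0.608. EdgeR, DESeq2 and limma called 0 microRNAs, with a smallest adjusted p of 0.130 in edgeR, and at an unadjusted p under 0.05 edgeR gave 31, DESeq2 17 and limma-voom 28. Without RIPC 2, LAD 1 or RIPC+LAD 2 edgeR gave 12, 20 and 14, and with the ligation covariate 12. Without RIPC 1, miR-489 passed in edgeR at an adjusted p of 0.0432.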

Values the study reported

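The study reported that about 400 microRNAs were assayed on the Nanostring platform and that 146 were detected after normalization and quality control.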

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

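The tests on the ligation control were chosen after the result was seen, and background subtraction, chosen before the data were seen, was used to test the pattern below after its value was seen. The ligation control, a synthetic oligonucleotide that is counted only when the tag ligation works, lies outside the microRNA comparisons. Relative to the spike-in POS_A its count was 142% on average in RIPC+LAD, at 111% and 172% in the 2 samples, and 38.9% to 85.6% in the AMC samples. It was picked out because both RIPC+LAD samples lay above every AMC sample. This holds for the ratio alone, since POS_A was lower in RIPC+LAD (6725 and 7264) than in AMC (11724 to 13749) and the ligation counts were 7482 and 12507 against 4894 to 10037. Among the 6 measures looked at (this one and mRNA counts) in 3 treated groups, no other lay wholly above AMC. Measures wholly below AMC were not searched for. The mRNA counts per 100 microRNA counts were 5.58 and 6.12 in the RIPC samples and 8.40 to 12.5 in the AMC samples.

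The ligation control followed the main axis of the microRNA profiles. The first principal component, with 27.8% of the variance, correlated with its log2 ratio over the 10 samples at Pearson's r = 0.93 (permutation p = 2.0e-04, adjusted 4.0e-04) and Spearman's rho = 0.88 (permutation p = 0.0015, adjusted 0.0015). Without both RIPC+LAD samples, which lie farthest from the median, r was 0.83 over 8 samples, and after group means were subtracted it was 0.77. Within the high and low spike-in sets of 5 samples each r was 0.88 and 0.93. The permutations ignored the groups, and the r after subtraction of group means was not tested. Other sample measures were not tested against this component. The samples with positive scores, AMC 3, RIPC 1 and both RIPC+LAD samples, also had the lowest TMM factors. These were 0.906 to 0.930, against 0.975 or more in the other samples.

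Between RIPC+LAD and LAD, 44 microRNAs had an unadjusted p under 0.05 where 12.7 would be expected by chance, and without RIPC+LAD 2 there were 18. The 12.7 is an average, and a single arrangement of samples can lie far from it. A split of the AMC and LAD samples with AMC 1, AMC 2 and LAD 1 on 1 side gave 38. A candidate explanation is ligation efficiency. The slopes of the 253 microRNAs on the ligation control within groups, which use no difference between groups, correlated with the RIPC+LAD vs LAD fold changes at r = 0.28 across microRNAs, with an exact p of 0.299 over 144 orders (smallest possible 0.0069), and with the ligation covariate 15 had such a p, 3 of them among the 44, while the median SE grew 1.68 times. Background counts in the shallow LAD samples are another, but with the negative control mean subtracted there were 38, 34 of them among the 44. Neither these explanations nor an effect of preconditioning can be told apart here, because both RIPC+LAD samples have the highest ligation control and only 1 deep LAD sample exists. No splits of the samples were tested for this contrast, so chance also remains open.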

How the results depend on the processing

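The covariates for the spike-in set and the ligation control, the fits within a spike-in set and without LAD 2 and LAD 3, and background subtraction in the list tests were chosen after the data were seen. The counts of 0 calls held in 23 of 24 alternatives for LAD vs AMC, all 23 for RIPC vs AMC, 22 of 24 for RIPC+LAD vs LAD, 19 of 22 for RIPC+LAD vs AMC, 21 of 23 for the template contrast and 19 of 22 for the interaction. No paired analysis was possible because replicates were numbered in accession order and no label pairs animals. The prefix of the animal number as a random block in limma-voom (consensus correlation -0.23) gave 1 call, miR-489, in RIPC+LAD vs LAD, in the template contrast and in the interaction. Prefixes lie within groups, so this fit cannot separate prefix from treatment. The negative correlation also makes the error smaller for groups whose animals share a prefix. DESeq2 gave 1 call in RIPC+LAD vs AMC. The high spike-in set alone gave 4 calls in LAD vs AMC, and leaving out LAD 2 and LAD 3 gave 3 in RIPC+LAD vs LAD, 3 in the template contrast and 2 in the interaction, where LAD 1 is the lone LAD sample and is assumed to vary like the others. Leaving out 1 sample gave 0 to 1 calls in RIPC+LAD vs AMC and 0 to 1 in the interaction. The smallest adjusted p over the alternatives ran from 1.4e-09 to 0.920 for LAD vs AMC, 0.0526 to 0.978 for RIPC vs AMC, 0.0229 to 0.297 for RIPC+LAD vs LAD, 0.0181 to 0.560 for the template contrast and 0.0432 to 0.807 for the interaction. The number at an unadjusted p under 0.05 ran over the alternatives from 4 to 21 for LAD vs AMC, 1 to 13 for RIPC vs AMC, 15 to 64 for RIPC+LAD vs LAD, 6 to 31 for RIPC+LAD vs AMC, 15 to 47 for the template contrast and 10 to 43 for the interaction. The cause was not tested.

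The 3 study microRNAs passed in the exact test of 3 against 5 animals with top 100 scaling, at -0.95, -0.68 and 0.64 for miR-218a, miR-495 and miR-183, and on the authors' table, at -1.03, -0.76 and 0.58, each with an adjusted p of 0.0357. The study picked them for this pattern on the same samples, so these passes are not independent evidence. Leaving out 1 sample gave -1.08 to -0.70 for miR-495 and 0.39 to 0.59 for miR-183.

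Of 3052 comparisons of 135 named results with an alternative, 2949 kept direction and side, 13 passed the threshold and 90 turned. With 1 sample left out, 19 of the 135 log2 fold changes turned and 49 more moved by over 1.5 times, 8 and 26 of them among the 54 of RIPC+LAD vs LAD. With 1 sample left out in LAD vs AMC, miR-34b ranged from -0.60 to 1.57, miR-204 ranged from -0.84 to 1.66, miR-34c ranged from -0.52 to 1.18 and miR-448 ranged from -0.17 to 1.41. In RIPC vs AMC, the log2 fold changes that turned were, without the detection filter miR-495 0.0032, and in the high spike-in set miR-183 -0.34. With 1 sample left out in RIPC vs AMC, miR-3567 ranged from -0.18 to 1.39, miR-489 ranged from -0.092 to 1.12, miR-495 ranged from -0.69 to 0.32 and miR-183 ranged from -0.36 to 0.62. In RIPC+LAD vs LAD, the log2 fold changes that turned were, with the ligation covariate miR-127 -0.081, miR-145 -0.18, miR-29c -0.27, miR-29a -0.24, miR-30a -0.20, miR-196c -0.24, miR-208b-3p 0.37, miR-200b -0.15 and miR-210 -1.15, and in the low spike-in set miR-34b 0.24, miR-10a-5p -0.0024, miR-196c -0.26 and miR-210 -0.58, and with top 100 scaling miR-126 -0.14, miR-10a-5p -0.15, miR-196c -0.18 and miR-210 -0.17, and without TMM miR-126 -0.092, miR-10a-5p -0.10, miR-196c -0.13 and miR-210 -0.16, and after background subtraction miR-126 -0.041, miR-10a-5p -0.047 and miR-210 -0.060, and with the authors' microRNAs miR-126 -0.15, miR-10a-5p -0.16 and miR-210 -0.20, and with limma on the authors' table miR-126 -0.065 and miR-10a-5p -0.065, and with the spike-in covariate miR-126 -0.026, miR-29b 0.027, miR-10a-5p -0.046, miR-196c -0.10 and miR-210 -0.26, and without LAD 2 and LAD 3 miR-126 -0.14, miR-10a-5p -0.10 and miR-208b-3p 1.34, and without the detection filter miR-29b 0.13, and with limma-voom miR-29b 0.041 and miR-208b-3p 0.0061, and with only the groups compared miR-29b 0.032, and with the prefix block miR-29b 0.052, and with DESeq2 miR-210 -0.018. With 1 sample left out in RIPC+LAD vs LAD, miR-34b ranged from -1.94 to 0.23, miR-126 ranged from -0.14 to 0.11, miR-29b ranged from -0.38 to 0.27, miR-196b ranged from -0.79 to 0.15, miR-10a-5p ranged from -0.22 to 0.18, miR-196c ranged from -0.27 to 0.40, miR-208b-3p ranged from -1.34 to 0.22 and miR-210 ranged from -0.59 to 0.75. In RIPC+LAD vs AMC, the log2 fold changes that turned were, without TMM miR-218a -0.011 and miR-495 -0.064, and after background subtraction miR-218a -0.068 and miR-495 -0.089, and with the authors' microRNAs miR-218a -0.0087 and miR-495 -0.063, and with limma on the authors' table miR-218a -0.043 and miR-495 -0.089, and with the ligation covariate miR-218a -0.32 and miR-495 -0.12, and with top 100 scaling miR-495 -0.017, and with the spike-in covariate miR-495 -0.63. With 1 sample left out in RIPC+LAD vs AMC, miR-218a ranged from -0.52 to 0.42 and miR-495 ranged from -0.35 to 0.25. With 1 sample left out in the interaction, miR-183 ranged from -0.90 to 0.079. The cause was not tested.

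Template matching gave 7 to 15 microRNAs with 1 sample left out. Of the lists, 3 passed in RIPC+LAD vs LAD and 3 in the template contrast, against 0 with an estimated correlation or fry in both, 1 with the spike-in covariate in the first, and 0 to 3 with 1 sample left out in each. With the ligation covariate the let-7, oligodendrocyte and choroid lists passed in both. Every list call of a covariate, of background subtraction or with samples left out was lost with an estimated correlation, chosen after the data were seen, at adjusted p-values of 0.0858 to 0.547 in RIPC+LAD vs LAD, 0.0638 to 0.527 in the template contrast, 0.115 to 0.725 in LAD vs AMC, 0.239 to 0.624 in RIPC+LAD vs AMC and 0.108 to 0.630 in the interaction. In LAD vs AMC, 2 passed with the spike-in covariate, 1 with the ligation covariate, 3 without LAD 2 and LAD 3, and 0 to 4 with 1 sample left out. In RIPC+LAD vs AMC, 2 passed with the ligation covariate and 0 to 1 with 1 sample left out. In the interaction, 1 passed with the spike-in covariate, 2 with the ligation covariate, 1 without LAD 2 and LAD 3, and 0 to 3 with 1 sample left out. The cause was not tested. Depth limits scarce microRNAs most, in LAD 2 and LAD 3.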

Other observations

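The tests on ligation, on other cell types and on splits for calls, and the margin of 1 SD for the simulated correlation were chosen after the result was seen. Choroid plexus and ciliated cell microRNAs were at a score of 1.33 in LAD 1 and 0.68 in RIPC 1. MiR-204 was at 17.53 log2 CPM in LAD 1 and 16.71 in RIPC 1, and between 14.15 and 15.81 in the other 8 samples. The epithelial list miR-200, with 2 detected members, had a score of 0.67 ± 0.03 in RIPC+LAD (SD, n = 2) and -0.24 ± 0.16 in AMC (SD, n = 3). Of its members, miR-200b was above the threshold in no AMC, RIPC or LAD sample and miR-141 in 1 AMC sample, so the size of this difference is not known.

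The 50 microRNAs of the neuron-enriched and Dlk1-Dio3 lists, 1 of them in both and miR-218a and miR-495 chosen by the study on these samples, had a median log2 fold change of -0.21 in LAD against AMC and RIPC+LAD, with 13 of 14 and 29 of 37 lower and both list calls lost with an estimated correlation at an adjusted p of 0.303. This median lay at percentile 0.50 of 10000 random lists matched on abundance, whose own median was -0.08. The members were thus lower than most lists of like abundance drawn from all detected microRNAs, a pool that includes the members themselves. The random lists do not hold the correlation among these members, which makes their range too narrow, so the percentile cannot exclude abundance together with chance. Ligation efficiency may contribute, since the mean within-group slope on the ligation control was higher by 0.096 in these lists than in other microRNAs, with an exact p of 0.222, and the mean log2 fold change went from -0.24 to -0.09 with the ligation covariate while the median SE grew 1.46 times. Fewer neurons in the LAD punches remain open. The LAD difference of choroid and ciliated microRNAs (0.53) exceeded the mean of the vascular (0.046) and immune (-0.031) ones by 0.52. The exact permutation p of this excess was 0.304 (n = 3 against 5). The choroid scores of 1.33, -0.10 and -0.38 in the LAD samples rest on LAD 1, which settles neither side. Oligodendrocyte microRNAs were at 0.46, with an exact permutation p of 0.429. Their scores were 0.10, 1.23 and -0.32 in the LAD samples, so this difference rests on LAD 2. An effect of the ligation on neurons was not tested apart from these.

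Fold changes of LAD vs AMC and of RIPC+LAD vs LAD went in opposite directions, at r = -0.622 across 253 microRNAs. Both use the LAD samples, and 100 simulated data sets with no difference between groups gave r between -0.615 and -0.344 with a median of -0.508. The covariance was -0.212, where the lowest simulated one was -0.190, with a median of -0.129 and an SD of 0.0228. Both lie below their lowest simulated value, the bound written for r before the test, which counts against the shared samples as the whole of it, but by less than 1 simulated SD (0.0555 for r), a margin asked for only after the values were seen, and microRNAs were simulated as independent. The 3 LAD samples cannot be split into parts of at least 2, which keeps this open.

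For LAD vs AMC, the 10 splits of these 6 samples are too few to give a share under 0.05. The real split gave 0 calls and 14 microRNAs at an unadjusted p under 0.05, and the highest of the others gave 4 and 38. At least 14 were given by 7 splits, and for a real count of 0 calls the comparison says nothing. The splits with AMC 1, AMC 2 and LAD 1 on 1 side (38), AMC 1, AMC 3 and LAD 2 (29) and AMC 1, AMC 2 and LAD 3 (27) cut across each other. The split with 29 follows the ligation control, at 46.7%, 85.6% and 54.4% of POS_A on that side and 38.9%, 35.9% and 24.3% in AMC 2, LAD 1 and LAD 3. The splits with 38 and 27 do not follow it, and may point to another structure of the samples apart from the groups that was not tested.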
